# Early Life Stress Alters Gene Expression and Cytoarchitecture in the Prefrontal Cortex Leading to Social Impairment and Increased Anxiety

**DOI:** 10.3389/fgene.2021.754198

**Published:** 2021-11-02

**Authors:** Noriyoshi Usui, Yuta Ono, Ryoko Aramaki, Stefano Berto, Genevieve Konopka, Hideo Matsuzaki, Shoichi Shimada

**Keywords:** early life stress, social isolation, social behavior, anxiety, prefrontal cortex, transcriptome

## Abstract

Early life stress (ELS), such as abuse, neglect, and maltreatment, exhibits a strong impact on the brain and mental development of children. However, it is not fully understood how ELS affects social behaviors and social-associated behaviors as well as developing prefrontal cortex (PFC). In this study, we performed social isolation on weaned pre-adolescent mice until adolescence and investigated these behaviors and PFC characteristics in adolescent mice. We found the ELS induced social impairments in social novelty, social interaction, and social preference in adolescent mice. We also observed increases of anxiety-like behaviors in ELS mice. In histological analysis, we found a reduced number of neurons and an increased number of microglia in the PFC of ELS mice. To identify the gene associated with behavioral and histological features, we analyzed transcriptome in the PFC of ELS mice and identified 15 differentially expressed genes involved in transcriptional regulation, stress, and synaptic signaling. Our study demonstrates that ELS influences social behaviors, anxiety-like behaviors through cytoarchitectural and transcriptomic alterations in the PFC of adolescent mice.

## Introduction

The environment is a crucial factor for providing optimal growth and health conditions for children, including social, cognitive, or immune system-related aspects (Ferguson et al., 2013; Sonuga-Barke et al., 2017; Consiglio and Brodin, 2020; Mackes et al., 2020). Particularly, childhood environments have great impacts on the brain architecture, synaptic plasticity, and mental development (Takesian and Hensch, 2013; Miguel et al., 2019).

For example, adverse childhood environments and experiences such as abuse, neglect, and maltreatment have profound effects on the brain and mental development, and constitutes major risk factors for brain structural changes and adult psychopathology (Teicher et al., 2016; Jaffee, 2017). Human brain imaging studies have reported that maltreatment reduces specific brain region volumes such as anterior cingulate cortex, ventromedial and dorsomedial PFC, hippocampus, and striatum, and these brain regions are highly involved in emotional control and the reward system (Chugani et al., 2001; Cohen et al., 2006; Edmiston et al., 2011; Dannlowski et al., 2012; Teicher et al., 2012; Kelly et al., 2013; Teicher et al., 2016). Importantly, specific brain regions are affected by specific types of abuse, neglect or maltreatment. Exposure to harsh corporal punishment caused a reduced gray matter volume in the prefrontal cortex of young adults (Tomoda et al., 2009). In addition, exposure to parental verbal aggression in childhood reduced fractional anisotropy in the arcuate fasciculus, and affected the development of the auditory association cortex involved in language processing (Tomoda et al., 2011). The child brain development has plasticity, and the effects of the childhood environments and experiences lead to structural and functional changes in the brain, as well as behavioral alterations.

Social isolation, social defeat stress, and electric shock are widely used as animal models to reproduce ELS and traumatic experiences in childhood (Schöner et al., 2017; Aspesi and Pinna, 2019; Pinna, 2019). A previous study of animal models reported that socially isolated mice during postnatal days (P) 21–35 displayed reduced sociality, working memory, and myelination in the PFC (Makinodan et al., 2012). In addition, reduced synapses and endogenous excitatory subtypes of the layer 5 pyramidal neurons were reported in the PFC of mice socially isolated for the same period (Yamamuro et al., 2018). We have also reported that social isolation during P21–53 induced the alteration of gut microbiota in mice (Usui et al., 2021b). These studies indicate that social isolation causes a lack of social experience and isolation stress, resulting in serious impacts on both PFC architecture and physical health. However, it is not fully understood how ELS affects various social behaviors and its-associated behaviors as well as transcriptome in the PFC of stressed individuals.

To address these questions, we performed social isolation on weaned pre-adolescent mice until adolescence for analyzing the impacts of ELS. In this study, we investigated various social behaviors (interaction, novelty, and preference), anxiety-like behaviors as well as cytoarchitecture and gene expressions by RNA sequencing (RNA-seq) of the PFC in adolescent ELS mice.

## Materials and Methods

### Mice

Wild-type C57BL/6N (Japan SLC Inc., Shizuoka, Japan) mouse was used. Mice were housed in the barrier facilities of University of Fukui under 50% humidity and a 12:12 h light:dark cycle (8:00 to 20:00) and given free access to water and food. Social isolation-induced ELS was performed as described previously (Usui et al., 2021b). Briefly, the used experimental and control mice came from the litters of the same mother. For ELS (*via* social isolation), male mice were individually housed using a filter cap (#CL-4150, CLEA Japan, Inc., Tokyo, Japan) immediately after the weaning at P21 until P50. For controls, 4 male mice were co-housed in the same cage without filter cap. Mice behaviors were assessed from P50 and kept in each housing condition until dissection at P67. A total of 39 mice were used in this study, using littermates that gave birth to 6 or more at a time. The number of mice used in each experiment is shown in corresponding figure legend. All procedures were performed according to the ARRIVE guidelines and relevant official guidelines under the approval (#27-010) of the Animal Research Committee of the University of Fukui. All behavioral tests were performed between 10am and 5pm. Experimenters blind to housing information performed all behavioral tests.

### Three-Chamber Social Interaction Test

Three-chamber social interaction test was performed as described previously (Usui et al., 2021b). Sociability and social novelty behaviors were assessed using a three-chamber box (W610 × D400 × H220 mm) with an infrared video camera system (O’Hara & Co., Ltd, Tokyo, Japan) at P53 after collecting fecal samples. For the first trial, empty wired cages were placed into both chambers for habituation. For the second trial, a stranger male mouse (mouse A) was placed into a wired cage of the right chamber to examine the sociability. For the third trial, mouse A was kept in the same wired cage as a familiar mouse, and a novel stranger male mouse (mouse B) was placed into a wired cage of the left chamber to examine the social novelty. Each trial was examined for 5 min after which the interactions with the targets were scored using an infrared video camera system (O’Hara & Co., Ltd, Tokyo, Japan).

### Social Interaction Test

Two mice were placed in the diagonal corners of a novel chamber (W480 × D480 × H330 mm) and allowed to examine the social interactions for 10 min. Time spent in social interaction was measured and tracked by digital counters with infrared sensors (SCANET MV-40, MELQUEST Ltd., Toyama, Japan).

### Social Preference Test

Mice were placed in one of the corners of a novel chamber (W480 × D480 × H330 mm) and allowed to examine the social preference for 10 min. A stranger male mouse was placed into a wired cage (80 × 80 mm) of the center of arena to examine the social preference. Time spent around the wired cage area (250 × 250 mm) and locomotor activity were measured and tracked by digital counters with infrared sensors (SCANET MV-40, MELQUEST Ltd., Toyama, Japan).

### Light-Dark Box Test

Mice were placed in the dark room of a light -dark box (W300 × D150 × H150 mm) and allowed to freely explore for 10 min. Time spent in each box (W150 × D150 × H150 mm), transition, and locomotor activity were measured and tracked by digital counters with infrared sensors (SCANET MV-40, MELQUEST Ltd., Toyama, Japan).

### Open Field Test

Mice were placed in one of the corners of a novel chamber (W480 × D480 × H330 mm) and allowed to freely explore for 120 min. Time spent in the center of arena (80 × 80 mm) and locomotor activity were measured and tracked by digital counters with infrared sensors (SCANET MV-40, MELQUEST Ltd., Toyama, Japan).

### Marble-Burying Test

Marble-burying test was performed as described previously (Usui et al., 2021a). Mice were placed in the corner of a novel home cage evenly placed eighteen marbles and allowed to freely explore for 20 min. After 20 min, the number of marbles buried was recorded. A marble was defined as buried when less than one-third of the marble was visible.

### Immunohistochemistry

Immunohistochemistry was performed as described previously (Usui et al., 2021a). The mouse brain was fixed with 4% PFA in PBS overnight at 4°C, cryoprotected in 30% sucrose in PBS overnight at 4°C, and then embedded in Tissue-Tek O.C.T. Compound (#4583; Sakura Finetek Japan Co., Ltd., Osaka, Japan) for cryosectioning. Cryosections (20 μm thick) were placed in PBS and then permeabilized in PBS-T for 30 min at room temperature. Blocking was performed using 10% goat serum and 1% BSA in PBS-T for 1 h at room temperature. Sections were stained with the following established primary antibodies overnight at 4°C: mouse monoclonal anti-NeuN (1:200, #MAB377, Millipore, Billerica, MA), rabbit polyclonal anti-Iba1 (1:1000, #019-19741, FUJIFILM Wako pure chemical corporation, Osaka, Japan). Sections were washed three times with PBS-T, incubated with species-specific antibodies conjugated to Alexa Fluor 488 (1:2,000; Invitrogen, Carlsbad, CA, United States) for 1 h at room temperature, and then washed 3 times with PBS-T. Cover glasses were mounted with Fluoromount/Plus (#K048; Diagnostic BioSystems, Pleasanton, CA, United States) or ProLong Diamond Antifade Mountant with DAPI (#P-36931 or #P36971, Thermo Fisher Scientific, Waltham, MA, United States) for nuclear staining. DAPI (#11034-56; Nacalai Tesque, Kyoto, Japan) was also used to stain nuclei. Images were collected using an all-in-one fluorescence microscope (BZ-X700, KEYENCE Corporation). Immunopositive cells in the PFC (cingulate and prelimbic cortical regions) were manually quantified within the area (4.8 × 10^5^ μm) at bregma 1.98 to 1.78 by an experimenter blind to housing information.

### RNA-Sequencing

RNA-seq was performed as a service by Bioengineering Lab. Co., Ltd. (Kanagawa, Japan). Briefly, total RNA was extracted with the AllPrep DNA/RNA Mini Kit (#80204, Qiagen, Hilden, Germany) according to the manufacturer’s instruction. RNA integrity number (RIN) of total RNA was quantified by Agilent 2100 Bioanalyzer using Agilent RNA 6000 Pico Kit (#5067-1513, Agilent, Santa Clara, CA). Total RNA with RIN values of ≥8.8 were used for RNA-seq library preparation. mRNA was purified from 500 ng total RNA by KAPA mRNA Capture Kit (#KK8440, Kapa Biosystems, Boston, MA), and subjected to cDNA library making (fragmentation, first and second strand syntheses, adenylation, ligation and amplification) using KAPA Stranded mRNA-Seq Kit (#KK8400, Kapa Biosystems, Boston, MA) according to the manufacturer’s instruction. cDNA library quality was quantified by 2100 Bioanalyzer using Agilent High Sensitivity DNA Kit (#5067-4626, Agilent, Santa Clara, CA). Library was sequenced as 151 bp paired-end on Illumina NextSeq 500.

### RNA-Seq Data Analysis

RNA-seq data analysis was performed as described previously (Usui et al., 2017a). Raw reads were first filtered for quality and trimmed for adapters using FASQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and Trimmomatic (Bolger et al., 2014). Filtered reads were then aligned to the mouse genome mm10 (https://genome.ucsc.edu) using STAR v2.5.2b (Dobin et al., 2013) allowing three mismatches. Uniquely mapped reads (bam flag NH:i:1) were used to obtain the gene counts using HTSeq package (Anders et al., 2015), and the read counts were normalized to the CPM (counts per million) implemented in the edgeR package (Robinson et al., 2010; McCarthy et al., 2012). For further analysis, we performed a sample-specific CPM filtering considering genes with CPM values of 1 in all replicates for treatments or controls. DESeq (Anders and Huber, 2010; Love et al., 2014) was then used to detect the differentially expressed genes (DEGs). We applied a filter of FDR (adjusted *p*-value) of <0.05 and absolute log fold change of >0.3 to identify significantly changed genes. Gene ontology (GO) analysis with the significant DEGs was carried out using ToppGene (https://toppgene.cchmc.org), and these GO terms were consolidated using REVIGO (Supek et al., 2011). The list of autism spectrum disorder (ASD) genes was derived from the SFARI database (1010 genes; https://gene.sfari.org/database/human-gene). The NCBI Gene Expression Omnibus (GEO) accession number for the RNA-seq data reported in this manuscript is GSE180055 (token: ivureikyjdwthuf).

### Quantitative Real-Time PCR

qPCR was performed as described previously (Usui et al., 2017b). Total RNA was extracted from the mouse PFC using the miRNeasy Mini Kit (#217004; Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Single-stranded cDNA was prepared using DNaseI, Amplification grade (#18068015; Thermo Fisher Scientific) and SuperScript III First-Strand Synthesis SuperMix (#18080400; Thermo Fisher Scientific) and amplified by PCR according to the manufacturer’s instructions. qRT-PCR was performed using PowerUp SYBR Green Master Mix (#A25742; Thermo Fisher Scientific) and a QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific). Each biological sample had four technical replicates for qPCR, and the number of biological replicates for each experiment is indicated in each figure legend. *18S* rRNA was used as a reference for normalization. Data were analyzed by the ΔΔCq method using QuantStudio 7 Flex Real-Time PCR System software (Thermo Fisher Scientific). The following primers were used: *18S rRNA*, F-5′-GAGGGAGCCTGAGAAACGG-3′, R-5′-GTCGGGAGTGGGTAATTTGC-3′; *mZbtb16*, F-5′-AGGGAGCTGTTCAGCAAGC-3′, R-5′-TCATCCCACTGTGCAGTTTC-3′; *mBanp*, F-5′-GTGGTTCAGATTGCAGTGGA-3′, R-5′-TCAAGGCAGGTTCATCATCA-3′; *mHif3a*, F-5′-GAGTGGAACCAGGTGGAAAA-3′, R-5′-TCTTGGTCACAGGGATGGAT-3′; *mNr4a1*, F-5′-CAATGCTTCGTGTCAGCACT-3′, R-5′-TGGCGCTTTTCTGTACTGTG-3′; *mPer2*, F-5′-GCGGTCACGTTTTCCACTAT-3′, R-5′-CTTGGGGAGAAGTCCACGTA-3′; *mFos*, F-5′-ATGGGCTCTCCTGTCAACAC-3′, R-5′-TGTCACCGTGGGGATAAAGT-3′; *mMcf2l*, F-5′-TGGCCCTAGAAGAAATGGTG-3′, R-5′-TTCTTCAGCTGCTCCTGGAT-3′; *mTsc22d3*, F-5′-GGTGGCCCTAGACAACAAGA-3′, R-5′-TCTTCTCAAGCAGCTCACGA-3′; *mLrfn2*, F-5′-GGTCAAGTGGTCTGTCAGCA-3′, R-5′-TAGCCAGTACGCACAAGTCG-3′; *mOsbpl3*, F-5′-GGAATACAGCGAGCTTCTGG-3′, R-5′-TGCATTCGTACGTTTCTCCA-3′; *mFkbp5*, F-5′-CCCCAATGCTGAGCTTATGT-3′, R-5′-TCCCTTCTCTTTCACGATGG-3′; *mSh2d3c*, F-5′-GGCGAAGCATTACCATGACT-3′, R-5′-TGGAGATCTGGGATCTGGTC-3′; *mArc*, F-5′-AGCCAGGAGAATGACACCAG-3′, R-5′-CCAGGCACCTCCTCTCTGTA-3′; *mNpas4*, F-5′-GGACTTGGCCACCTATGAAA-3′, R-5′-GCTCCACGTCTTGATGACAA-3′; *mCys1*, F-5′-CTACGCCTGCTGGATCAGTT-3′, R-5′-ACAGCTGTCTTCAGGGTTGC-3′. 

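Each primer pair was matched to the mouse transcripts of GENCODE M21 on GRCm38, the assembly also named mm10, without mismatches. All 15 pairs for DEGs matched their own gene, and no pair matched a pair of sites in another gene. The expected products ran from 78 to 201 bp, and each of the 15 crossed 1 exon junction in the transcripts it matched most often. The 18S rRNA pair had no match among these transcripts. The share of annotated transcripts reached differed between genes. The Zbtb16 primers matched 2 of 2 transcripts and lay on chromosome 9 between 48743542 and 48831867. The Arc, Npas4 and Lrfn2 pairs also matched every annotated transcript of their gene, whereas the Mcf2l pair matched 3 of 22 and the Fos pair 1 of 4. The Tsc22d3 pair crossed the junction in 4 transcripts, while 1 further transcript that keeps the sequence between the primers would give a longer product.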

Cycling conditions were 50°C for 2 min and 95°C for 2 min, followed by 40 cycles at 95°C for 1 s and 60°C for 30 s according to the manufacturer’s instructions.

### Statistical Analysis

All behavioral data are represented as the means of biologically independent experiments with ± standard errors of the mean (SEM). The statistical analyses (independent samples *t*-test and Pearson’s r) were performed using the GraphPad Prism 9 software. Asterisks indicate *p*-values (****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05) with *p* < 0.05 being considered as the threshold of statistical significance.

## Results

### ELS Caused Adolescent Social Impairments

To investigate the influence of ELS on behaviors, cytoarchitecture, and transcriptome in the PFC of adolescent mice, we performed social isolation immediately after the weaning (Figure 1A). After the social isolation period (P21–P50), we found that there was no difference in the weight between controls and ELS mice (control = 26.89 ± 0.34, ELS = 27.55 ± 0.45, 95 %Cl = −0.4800 to 1.786, *p* = 0.25) (Figure 1B).

**FIGURE 1:**
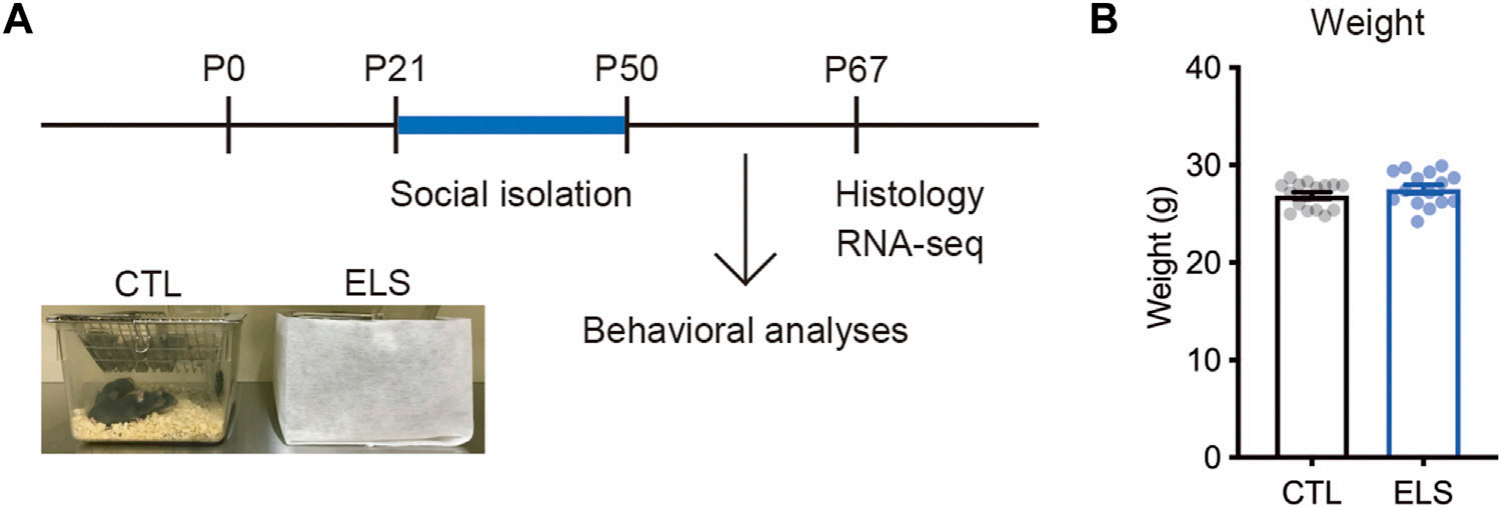
Experimental scheme. **(A)** Experimental design and time course of early life stress (ELS). In ELS mice, male mice were individually housed after the weaning at postnatal days 21 (P21) until P50. In control mice, 4 male mice were co-housed in the same cage after the weaning at P21. Mouse behaviors, brain, and gene expression were analyzed at P50 and P67, respectively. **(B)** No significant difference in the weight after social isolation. Data are presented as means (±SEM), unpaired *t*-test, *n* = 15–16/condition. CTL, control mice; ELS, early life stressed mice.

We examined social behaviors by multiple evaluation tests. In the sociability trial of three-chamber social interaction test, control and ELS mice interacted with a social target (stranger 1) in approach (controls: empty = 3.00 ± 0.43, stranger 1 = 6.19 ± 0.44, 95 %Cl = 1.934 to 4.441, *p* < 0.0001; ELS mice: empty = 2.47 ± 0.64, stranger 1 = 4.20 ± 0.42, 95 %Cl = 0.1712 to 3.295, *p* = 0.0309) (Figures 2A,B), distance (controls: empty = 47.08 ± 9.68, stranger 1 = 233.50 ± 21.56, 95 %Cl = 138.2 to 234.7, *p* < 0.0001; ELS mice: empty = 47.18 ± 11.98, stranger 1 = 146.10 ± 23.30, 95 %Cl = 45.22 to 152.6, *p* = 0.0008) (Figures 2E,F), and time (controls: empty = 27.09 ± 5.97, stranger 1 = 153.20 ± 11.92, 95 %Cl = 98.90 to 153.4, *p* < 0.0001; ELS mice: empty = 24.17 ± 6.79, stranger 1 = 125.60 ± 18.37, 95 %Cl = 61.27 to 141.5, *p* < 0.0001) (Figures 2I,J). However, ELS mice showed fewer interactions compared with control mice (approach: 95 %Cl = −3.230 to −0.7452, *p* = 0.0028; distance: 95 %Cl = −152.3 to −22.63, *p* = 0.0099; time: 95 %Cl = −71.89 to 16.58, *p* = 0.21) (Supplementary Figure S1), indicating the reduction of sociability in ELS mice. In the social novelty trial, control mice displayed more interactions with stranger mouse (stranger 2) than familiar mouse in approach (familiar = 5.31 ± 0.47, stranger 2 = 5.44 ± 0.45, 95 %Cl = −1.202 to 1.452, *p* = 0.85) (Figure 2C), distance (familiar = 97.04 ± 9.61, stranger 2 = 159.5 ± 10.98, 95 %Cl = 32.68 to 92.29, *p* = 0.0002) (Figure 2G), and time (familiar = 59.63 ± 6.08, stranger 2 = 104.70 ± 6.86, 95 %Cl = 26.31 to 63.75, *p* < 0.0001) (Figure 2K). In contrast, ELS mice showed no different interactions between a stranger mouse and a familiar mouse in approach (familiar = 3.80 ± 0.73, stranger 2 = 3.33 ± 0.47, 95 %Cl = −2.242 to 1.309, *p* = 0.59) (Figure 2D), distance (familiar = 84.09 ± 20.02, stranger 2 = 104.80 ± 18.65, 95 %Cl = 35.30 to 76.80, *p* = 0.46) (Figure 2H), and time (familiar = 67.63 ± 19.05, stranger 2 = 87.20 ± 18.78, 95 %Cl = −35.22 to 74.35, *p* = 0.47) (Figure 2L). These results indicate that sociability and social novelty are both impaired in adolescent ELS mice.

**FIGURE 2:**
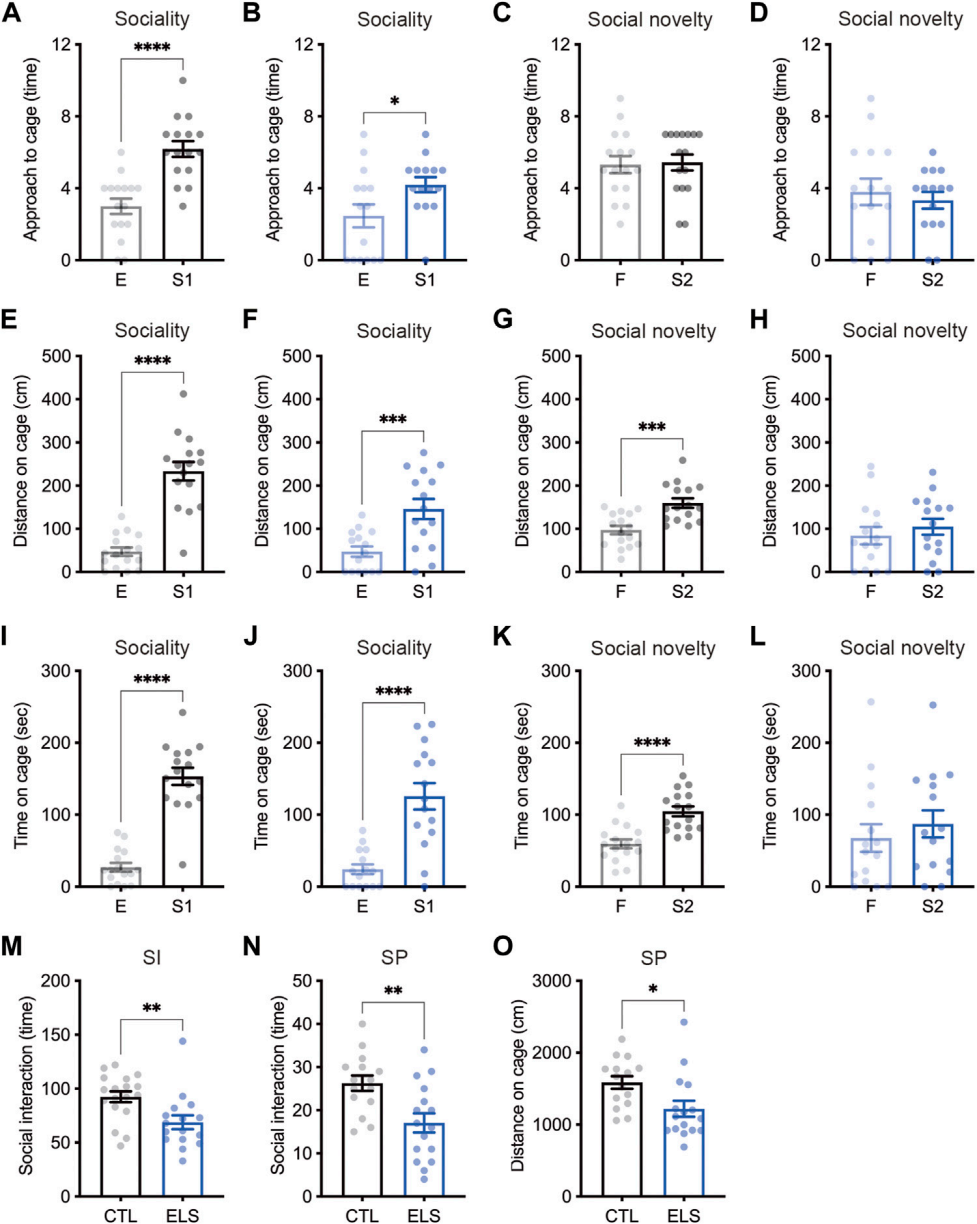
Social impairments induced by ELS. **(A–L)** Quantifications of three-chamber social interaction test results. The numbers of approaches **(A–D)**, distance **(E–H)**, and time **(I–L)** were shown during the 2nd trial (sociability behavior) **(A, B, E, F, I, J)** and the 3rd trial (social novelty behavior) **(C, D, G, H, K, L)** of three-chamber social interaction test (3CSI), respectively. Sociability and social novelty were impaired in adolescent ELS mice. CTL was shown in black, and the ELS was shown in blue. E, empty; S1, stranger mouse 1; S2, stranger mouse 2; SI, social interaction test. **(M)** Reduced number of social interactions in adolescent ELS mice. **(N, O)** Quantifications of social preference in ELS mice. The number of interaction **(N)** and distance **(O)** were reduced in ELS mice. SP, social preference test. Data are presented as means (±SEM). Asterisks indicate ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, unpaired *t*-test, *n* = 15–16/condition for 3CSI and SP, *n* = 16–18/condition for SI.

We next examined social interaction under the free moving condition in the chamber, and found the reduced social interaction events in ELS mice (control = 92.44 ± 5.05, ELS = 68.88 ± 6.39, 95 %Cl = −39.99 to −7.145, *p* = 0.0063) (Figure 2M). We also found that the reductions of social interaction events (control = 26.27 ± 1.78, ELS = 17.06 ± 2.23, 95 %Cl = −15.09 to −3.314, *p* = 0.0034) (Figure 2N) and distance around social target (control = 1586 ± 87.56, ELS = 1219 ± 111.1, 95 %Cl = −659.0 to −75.29, *p* = 0.0155) (Figure 2O) in ELS mice by social preference test. Together, these results demonstrate that various social behaviors are impaired in adolescent ELS mice.

### Anxiety-Like Behavior Induced by ELS

Since the ELS mice showed impaired social behaviors, we investigated anxiety-like behaviors as social-associated behaviors. In light-dark box test, we found that decreased time (control = 177.50 ± 25.29, ELS = 92.46 ± 23.84, 95 %Cl = −156.4 to −13.75, *p* = 0.0209) (Figure 3A) and distance (control = 696.90 ± 104.00, ELS = 397.10 ± 100.10, 95 %Cl = −595.7 to −4.104, *p* = 0.0471) (Figure 3B) of the light room in ELS mice. We also found that decreased the number of transitions between the rooms (control = 26.00 ± 3.26, ELS = 14.94 ± 3.53, 95 %Cl = −20.84 to −1.285, *p* = 0.0278) (Figure 3C) and increased latency time (control = 73.24 ± 30.97, ELS = 246.2 ± 63.68, 95 %Cl = 33.67 to 312.2, *p* = 0.0166) (Figure 3D) in ELS mice. In addition, decreased time (control = 13.63 ± 3.22, ELS = 4.99 ± 1.50, 95 %Cl = −16.90 to −0.3771, *p* = 0.0409) (Figure 3E) and distance (control = 89.2 ± 18.19, ELS = 37.4 ± 9.68, 95 %Cl = −99.05 to −4.552, *p* = 0.0325) (Figure 3F) in the center area of open field test, and the number of entries to the center area (control = 7.70 ± 1.14, ELS = 4.50 ± 0.82, 95 %Cl = −6.291 to −0.1001, *p* = 0.0434) (Figure 3G) were observed in ELS mice. We also examined repetitive behavior of ELS mice by marble-burying test, however there was no difference (control = 5.04 ± 1.11, ELS = 4.25 ± 0.96, 95 %Cl = −3.951 to 2.364, *p* = 0.61) (Figure 3H). These results indicate that anxiety-like behavior is increased in ELS mice.

**FIGURE 3:**
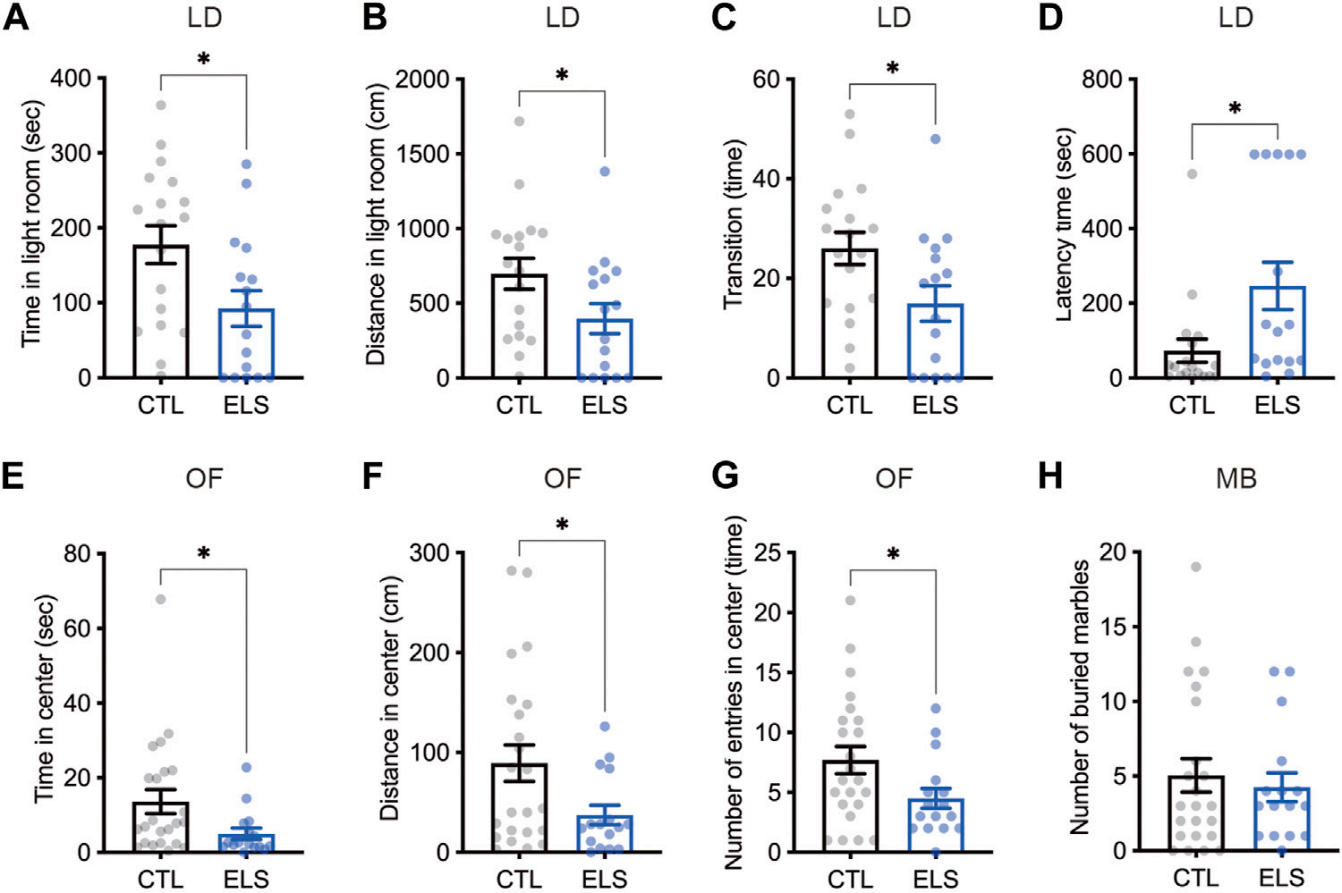
Increased anxiety-like behaviors in ELS mice. **(A–D)** Quantifications of light-dark box test result. Significant reductions of time **(A)** and distance **(B)** in light room, the transition number between the rooms **(C)**, and latency time to enter the light room **(D)** were observed in adolescent ELS mice. LD, light-dark box test. **(E–G)** Quantifications of open field test result. Significant reductions of time **(E)**, distance **(F)**, and the number of entries **(G)** in center were observed in adolescent ELS mice. **(H)** Quantification of the number of buried marbles. There was no difference in the repetitive behavior in adolescent ELS mice. MB, marble-burying test; OF, open field test. Data are presented as means (±SEM). Asterisk indicates *p < 0.05, unpaired *t*-test, *n* = 16–18/condition for LD, *n* = 16–23/condition for OF, *n* = 16–23/condition for MB.

### Neuronal Loss and Microglia Increase by ELS

Next, we examined how ELS affects the PFC cytoarchitecture. We found a slight reduction of the number of NeuN+ mature neurons in the PFC of ELS mice (control = 358.00 ± 6.89, ELS = 329.80 ± 9.95, 95 %Cl = −56.12 to −0.2850, *p* = 0.0482) (Figures 4A,C,D). We found a slight increase of the number of Iba1+ microglia in the PFC of ELS mice (control = 103.20 ± 2.44, ELS = 115.00 ± 4.18, 95 %Cl = 0.6355 to 22.96, *p* = 0.0407) (Figures 4B,C,E). These results indicate that ELS caused a decrease in the number of neurons and an increase in the number of microglia in the PFC of adolescent ELS mice.

**FIGURE 4:**
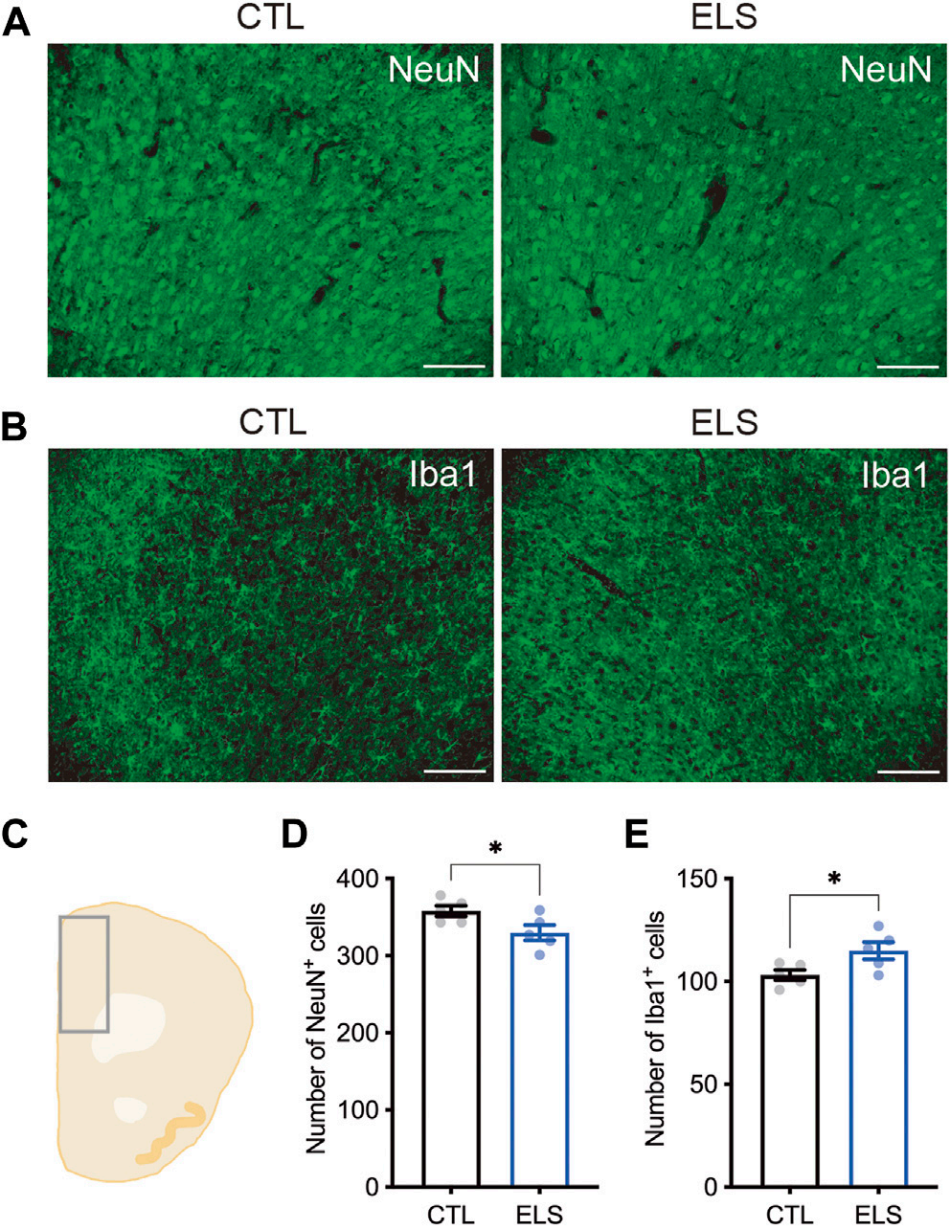
Neuronal loss and microglia increase in the PFC of ELS mice. **(A, B)** Representative fluorescent images of NeuN+ neuron **(A)** and Iba1+ microglia **(B)**. **(C)** Schematic diagram of mouse cortex analyzed at bregma 1.94. **(D, E)** Quantifications of NeuN+ neuron **(D)** and Iba1+ microglia **(E)** in the PFC. Decreased NeuN+ neurons and increased Iba1+ microglia were observed in the PFC of adolescent ELS mice. Data are presented as means (±SEM). Asterisk indicates *p < 0.05, unpaired *t*-test, *n* = 5/condition. Scale bars: 100 μm.

### ELS Altered PFC Transcriptome

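RNA-seq was carried out on PFC from 3 control mice and 3 ELS mice, all male, with 1 library per mouse. The paper gives P21 to P50 as the period of social isolation of ELS mice, and states that mice stayed in their housing condition until dissection. It gives P67 as the age at dissection, and the sample labels give 9 weeks. The paper names KAPA kits for mRNA capture and library making, whereas the labels name a TruSeq stranded mRNA kit. The authors aligned trimmed reads to mm10 with STAR, counted uniquely mapped reads per gene with HTSeq, and deposited the raw counts for 22000 gene symbols. The total counts per mouse were 31061421, 28405795 and 28595891 in control mice 1 to 3, and 32697931, 35241743 and 32359353 in ELS mice 1 to 3. The median was 28595891 in control mice and 32697931 in ELS mice, and every ELS library was deeper than every control library. No gene took more than 0.529% of the counts of a mouse. From the counts, genes with at least 1 CPM in all 3 mice of either group were kept, which left 13185 genes. Libraries were scaled by the TMM method of edgeR, with factors from 0.992 to 1.02, and groups were compared with its quasi-likelihood test. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.3, the thresholds of the paper. The choice of test and of gene filter could change the number of calls, and exact permutation of 3 against 3 mice cannot give a p below 0.1. By the paper's Methods, both groups came from shared litters, control mice were group-housed, and only isolated mice had a filter cap. Its text does not give the litter or cage of the sequenced mice, and the tests treated mice as independent. Effects of a shared cage or of the cap therefore cannot be told apart from isolation here.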

To understand the molecular mechanisms underlying behavioral and histological phenotypes, we characterized the transcriptome in the PFC of ELS mice by RNA-seq. Transcriptome profiles were clearly separated between control and ELS mice (Figure 5A). 

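Profiles were compared on log2(CPM + 1) of the 13185 genes. The mean Euclidean distance was 21.985 between mice of different groups and 21.658 between mice of the same group, a difference of 0.33. Among the 10 ways to split the 6 mice into 3 and 3, 5 gave a difference at least this large (exact permutation test, one-sided, p = 0.5). The nearest mouse by this distance belonged to the same group for 4 of the 6 mice. Control mouse 1 lay nearest to ELS mouse 2, and control mouse 3 nearest to ELS mouse 1. The first principal component held 37.8% of the variance, and both groups had mice on either side of 0 along it. The second held 20.7%, and there the ELS mice scored 5.13, 5.90 and 6.04, above control mice at 0.44, -8.68 and -8.83. With the 500 most variable genes the difference in distance rose to 0.92 and was the largest of the 10 splits (exact permutation test, p = 0.1, the smallest p this design allows). The largest change came from leaving out control mouse 3, with a difference of 2.48. The difference fell below 0 without ELS mouse 1, 2 or 3, at -0.87, -0.40 and -1.02, and with 1 minus Spearman correlation as the distance, at -4.37e-05.

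**Figure D1:**
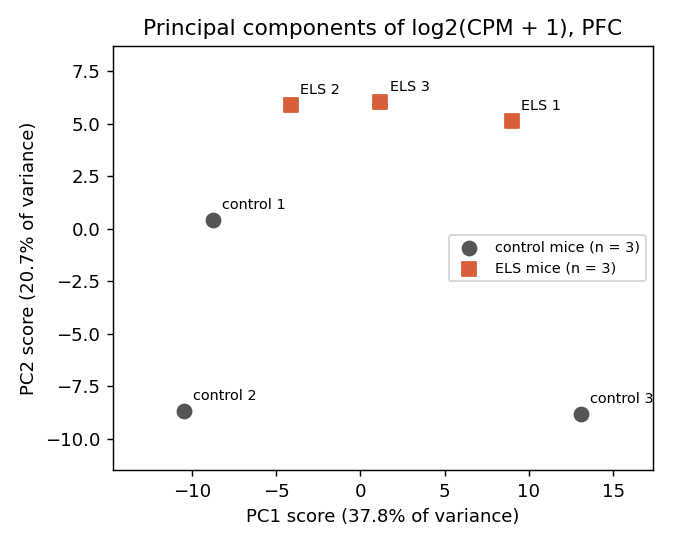
Principal component scores of the 6 mice from log2(CPM + 1) of 13185 genes, with PC1 (37.8% of the variance) on the x axis and PC2 (20.7%) on the y axis; each point is a mouse. The 3 ELS mice lie above the 3 control mice on PC2, while the groups overlap on PC1.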

Differential expression analysis of the RNA-seq data uncovered 15 DEGs (FDR < 0.05) in PFC of ELS mice compared to control mice (Figure 5B, Supplementary Table S1). 

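The quasi-likelihood test called 2 DEGs, Zbtb16 and Banp, both lower in ELS mice. Banp lies on chromosome 8 from 121949750 to 122029258 (plus strand) of GRCm38 and had 30.1 ± 2.10 CPM in control mice and 19.5 ± 0.383 CPM in ELS mice (SD, n = 3 each). This was a log2 fold change of -0.62 (standard error 0.0809, adjusted p = 0.0292) in edgeR's quasi-likelihood test. A noncoding gene on the opposite strand overlaps 3.8% of the Banp exons. The fold change stayed between -0.66 and -0.56 with each mouse left out in turn, and its adjusted p then rose above 0.05 in 5 of the 6 fits. DESeq2, the tool family named in the paper, called 18 DEGs on the same 13185 genes, and these included all 15 DEGs of the paper. The edgeR likelihood ratio test called 28, and the quasi-likelihood test called 29 without control mouse 3. A covariate for the level of striatal marker genes, chosen after seeing the data, moved the count most, to 30. Each of the 15 genes had groups that did not overlap, against 8.28% of all genes tested and 10% by chance for 3 against 3. Of the 15, 14 were lower in ELS mice, and adjustment over this list alone gave values of at most 0.00139. Because the list holds the paper's own calls on these mice, neither the lack of overlap nor these adjusted values show stability. Hif3a, on chromosome 7 from 17031507 to 17062427 (minus strand), had 6.63 ± 1.29 CPM in control mice and 2.69 ± 0.843 CPM in ELS mice (SD, n = 3 each). Its quasi-likelihood result was a log2 fold change of -1.29 (standard error 0.223, adjusted p = 0.244). Sh2d3c, on chromosome 2 from 32721055 to 32755512 (plus strand), was the only one higher, with 16.3 ± 1.59 CPM in control mice and 23.2 ± 2.52 CPM in ELS mice (SD, n = 3 each) and a log2 fold change of 0.51 (standard error 0.104, adjusted p = 0.322) from the same edgeR test. A part of its exons, 3.33% of their length, overlaps another coding gene on the opposite strand, and the paper's text does not name the strand setting of the counting. Osbpl3, Mcf2l and Cys1 had log2 fold changes of -0.44, -0.33 and -0.53, with quasi-likelihood adjusted p of 0.322, 0.322 and 0.374. Other genes overlap 3.7% of the Mcf2l exons, among them a microRNA gene on the same strand. The paper reports enriched terms for its 15 DEGs, a qPCR check of their expression and an overlap with ASD genes. From these results together it links the genes affected by ELS to transcriptional regulation, stress signaling and sleep disorders.

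**Figure D2:**
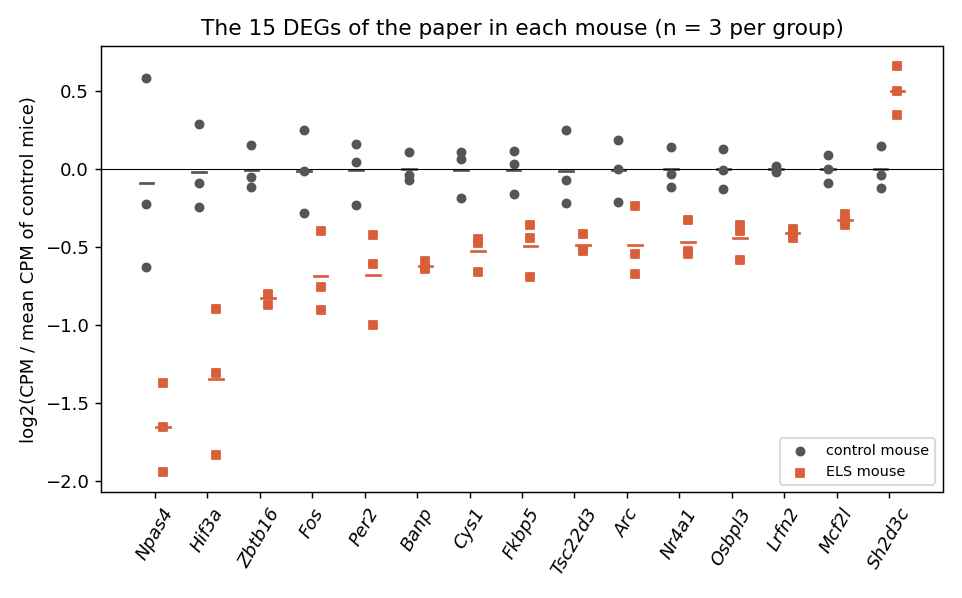
CPM of the 15 DEGs of the paper in each mouse, on the y axis as log2 of CPM over the mean of the control mice, with genes on the x axis; points are mice and short lines are group means. In every gene the 3 ELS mice lie on one side of the 3 control mice, below them in 14 genes and above them in Sh2d3c.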

GO analysis for the DEGs highlighted functions involved in regulation of transcription by RNA polymerase II, positive regulation of transcription, positive regulation of RNA metabolic process, response to corticosterone, response to mineralocorticoid, and trans−synaptic signaling (Figure 5C, Supplementary Table S2). 

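The paper's Supplementary Table S2 places 9 of the DEGs in regulation of transcription by RNA polymerase II, and all 9 were lower in ELS mice, with log2 fold changes from -1.64 to -0.33. One of them, Zbtb16, passed both thresholds of the quasi-likelihood test. Fos and Npas4 are the 2 members of response to corticosterone, and Per2, Arc, Npas4 and Lrfn2 the 4 of trans-synaptic signaling. Npas4, on chromosome 19 from 4984355 to 4990316 (minus strand) of GRCm38, had 21.6 ± 9.57 CPM in control mice and 6.93 ± 1.36 CPM in ELS mice (SD, n = 3 each). Its log2 fold change of -1.64 (standard error 0.253, adjusted p = 0.111) in edgeR's quasi-likelihood test ranged between -1.87 and -1.22 with each mouse left out. The 3 control mice themselves spread from 14.0 to 32.3 CPM. Nr4a1, on chromosome 15 from 101254269 to 101274795 (plus strand), had 75.2 ± 6.98 CPM in control mice and 54.5 ± 4.64 CPM in ELS mice (SD, n = 3 each) and a log2 fold change of -0.46 (standard error 0.0854, adjusted p = 0.288) in that quasi-likelihood test. Arc, on chromosome 15 from 74669083 to 74672570 (minus strand), had 231 ± 31.6 CPM in control mice and 166 ± 26.8 CPM in ELS mice (SD, n = 3 each). Its log2 fold change of -0.47 (standard error 0.116, adjusted p = 0.66) was the least certain of the 15 in the quasi-likelihood test. The enrichment itself was not recomputed, as the annotation sets were not used here.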

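Fos, Fkbp5 and Nr4a1 are the 3 DEGs that the paper's Supplementary Table S2 lists for the glucocorticoid receptor regulatory network. Each disease term of Fig. 5C holds 2 DEGs drawn from Per2, Fos, Fkbp5 and Tsc22d3. Fkbp5 encodes a co-chaperone of the glucocorticoid receptor and lies on chromosome 17 from 28399094 to 28517527 (minus strand) of GRCm38. It had 33.5 ± 3.22 CPM in control mice and 23.9 ± 2.79 CPM in ELS mice (SD, n = 3 each), a log2 fold change of -0.49 (standard error 0.101, adjusted p = 0.322) in edgeR's quasi-likelihood test. Fos, on chromosome 12 from 85473890 to 85477273 (plus strand), had 29.5 ± 5.43 CPM in control mice and 18.5 ± 3.48 CPM in ELS mice (SD, n = 3 each), and its quasi-likelihood result was a log2 fold change of -0.67 (standard error 0.144, adjusted p = 0.374). Tsc22d3, on chromosome X from 140539528 to 140600659 (minus strand), had 123 ± 21.0 CPM in control mice and 87.9 ± 3.72 CPM in ELS mice (SD, n = 3 each). Its log2 fold change of -0.49 (standard error 0.102, adjusted p = 0.324) from the same edgeR test shrank to -0.35 without control mouse 3, which had the highest CPM of the 6. In that fit Tsc22d3 passed both thresholds of the quasi-likelihood test at an adjusted p of 0.0497, as did Fos at 0.0172. With all 6 mice and condition as the only term of the model, none of these 3 passed the adjusted threshold in the quasi-likelihood test, and each passed it in DESeq2, with adjusted p of 0.0159, 0.0075 and 0.00776 for Fkbp5, Fos and Tsc22d3.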

DEGs were also involved in the pathway in glucocorticoid receptor regulatory network, and diseases such as sleep disorders, *Clostridium difficile*, glucocorticoid receptor deficiency, substance withdrawal syndrome, and stress, psychological (Figure 5C, Supplementary Table S2). The expressions of DEGs were confirmed in the PFC of ELS mice by qPCR (Figure 5D). Since ELS mice exhibited social impairments, we overlapped the DEGs with the gene list of ASD, a developmental disorder that shows impairments in social communication. 

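Zbtb16, a zinc finger transcription factor gene, lies on chromosome 9 from 48654297 to 48836222 (minus strand) of GRCm38. It had 54.1 ± 5.42 CPM in control mice and 30.5 ± 0.814 CPM in ELS mice (SD, n = 3 each). Its log2 fold change of -0.83 (standard error 0.0819, adjusted p = 0.003) in edgeR's quasi-likelihood test had the smallest p of all genes tested. The fold change stayed between -0.88 and -0.74 and past both thresholds with each mouse left out. Per2, on chromosome 1 from 91415982 to 91459324 (minus strand), had 37.0 ± 4.97 CPM in control mice and 23.5 ± 4.61 CPM in ELS mice (SD, n = 3 each), a log2 fold change of -0.66 (standard error 0.134, adjusted p = 0.322) in the quasi-likelihood test. Lrfn2, on chromosome 17 from 48932379 to 49097588 (plus strand), had 26.9 ± 0.399 CPM in control mice and 20.3 ± 0.424 CPM in ELS mice (SD, n = 3 each). Its log2 fold change of -0.41 (standard error 0.0749, adjusted p = 0.288) in the same edgeR test came with the smallest spread between control mice relative to the mean of these 3 genes. A microRNA gene on the opposite strand overlaps 4.53% of the Lrfn2 exons. Per2 and Lrfn2 passed both thresholds in DESeq2, at adjusted p of 0.00418 and 0.0134. The SFARI list was not used here.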

Then, we found that 3 DEGs (*Zbtb16*, *Per2*, *Lrfn2*) overlapped with SFARI ASD genes (Figure 5E). Together, these results indicate that ELS affected genes are involved in transcriptional regulation, stress signaling, and sleep disorders. Our results also suggest that 3 DEGs (*Zbtb16*, *Per2*, *Lrfn2*) are involved in sociality.

**FIGURE 5:**
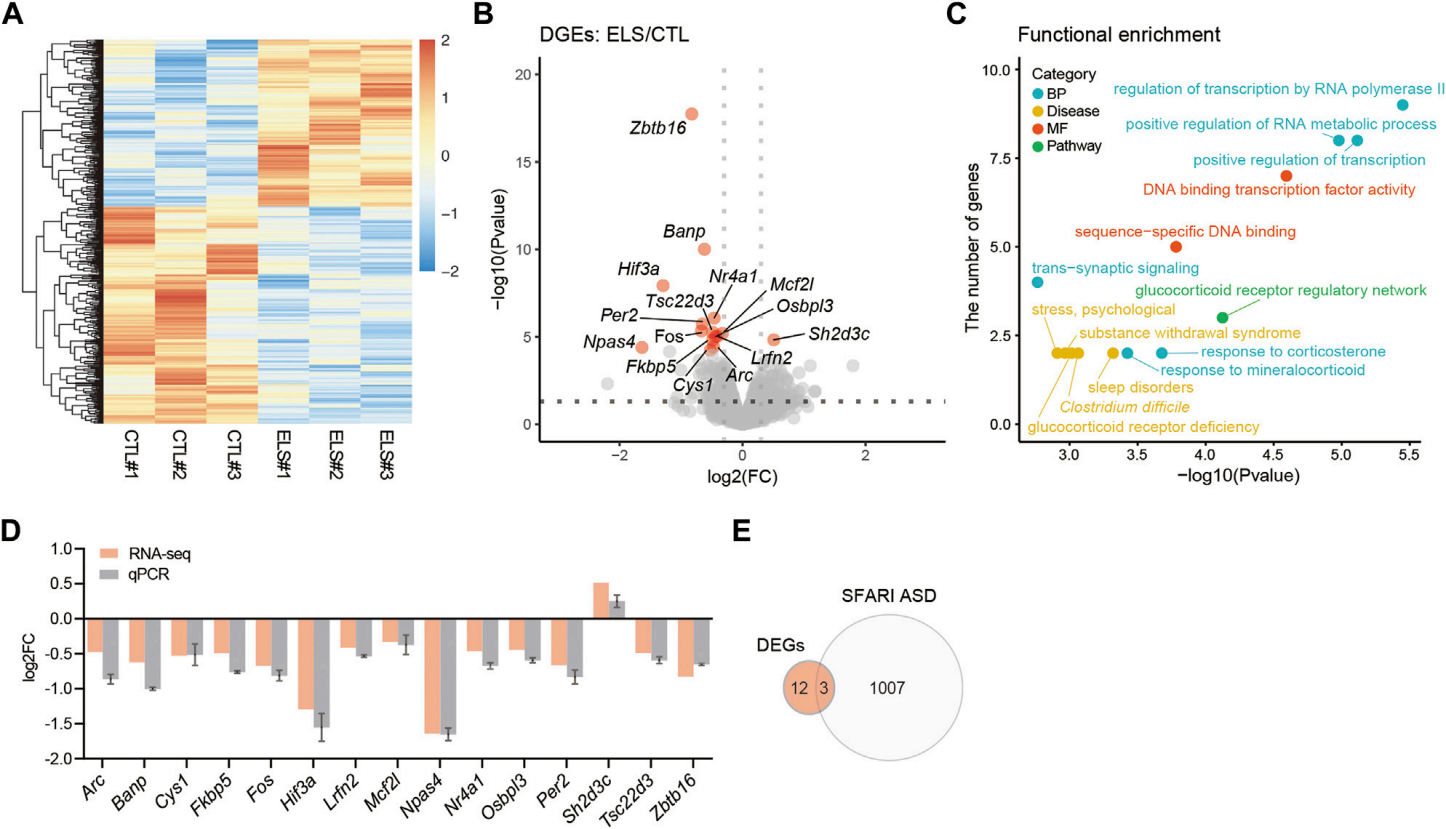
Transcriptomic alteration in the PFC of ELS mice. **(A)** Heatmap of gene expressions in the PFC. **(B)** Volcano plots showing ELS differentially expressed genes (DEGs). FDR < 0.05. X-axis = −log10(Pvalue), Y-axis = log2(FC). FC, fold change. **(C)** Scatter plots represent functional enrichment of ELS DEGs in biological process (BP), disease, molecular function (MF), and pathway. X-axis = −log10(Pvalue), Y-axis = the number of genes. *p*-Values reported by FDR < 0.05 threshold. **(D)** qPCR confirmation of ELS DEGs expressions in the PFC. **(E)** Venn diagram of ELS DEGs overlapping with SFARI autism spectrum disorder (ASD) genes. The overlapping 3 genes are *Zbtb16, Per2,* and *Lrfn2*. *n* = 3/condition for RNA-seq.

## Discussion

In this study, we demonstrate that ELS causes the impairments of social behaviors (sociality, social novelty, and social preference) and an increased anxiety-like behavior in adolescent mice. ELS induced neuronal loss and microglia increase in the PFC of adolescent mice. As the ELS-affected genes, we identified 15 DEGs involved in transcriptional regulation, stress signaling, and sleep disorders in the PFC of adolescent mice.

Previous studies have reported that social isolation at pre-adolescent period caused the reduction of sociality in mice (Makinodan et al., 2012; Usui et al., 2021b). Here we showed that various social impairments and increased anxiety-like behaviors in ELS mice (Figures 2, 3). Social isolation during adulthood has been used as a well-known method of generating depression models, and such mice show increased anxiety-like behaviors (Du Preez et al., 2020). In fact, increased anxiety-like behavior, repetitive behavior, memory impairment, and depression-like behavior have been reported in mice that were socially isolated earlier (P14–50) than our condition (Niwa et al., 2011). Sociality and anxiety are closely related and are controlled by neural circuits centered on PFC and amygdala (Stein and Stein, 2008; Penninx et al., 2021). These two brain regions have been reported as ones of corresponding regions involved in social behaviors (Amaral et al., 2008), and are also known as the brain regions impaired by neglect and maltreatment (Teicher et al., 2016). In the PFC of ELS mice, we observed slight changes in the numbers of NeuN+ mature neurons and Iba1+ microglia (Figure 4). This result suggests the possibility that ELS may cause inflammation and results neuronal cell death in the brain. To support this idea, previous studies have reported neuronal cell death due to chronic stress (Bachis et al., 2008; Natarajan et al., 2017). Moreover, chronic stress has been reported to increase blood corticosterone and induce an increase in microglia (Du Preez et al., 2020). It will be interesting to analyze the effects of ELS on the amygdala as a future study.

In terms of gene expression in the PFC of ELS mice, we identify total 15 DEGs involved in transcriptional regulation, stress signaling, and sleep disorders (Figures 5B,C). It was reasonable that there were changes in the genes related to such GOs due to ELS. Among those DEGs, there were many transcription factors, suggesting ELS causes functional changes in PFC. The alterations of genes involved in stress signals were presumed to be the effects of chronic stress due to social isolation. It is known that sleep disorders coexist in social withdrawal (Rubin et al., 2009) and psychiatric disorders such as major depressive disorder (Goldstein and Walker, 2014; Otte et al., 2016). Our data suggests that the alterations of genes associated with circadian rhythm such as *Per2* and *Npas4* due to the influences of ELS may trigger sleep disorders.

In order to explore the gene involved in sociality, we overwrapped the DEGs with SFARI ASD gene list, and identified *Zbtb16*, *Per2*, and *Lrfn2* (Figure 5E). Zbtb16 (Plzf) is known as a transcription factor playing key roles in many biological processes such as stem cell proliferation, differentiation, apoptosis, chromatin remodeling, metabolism and immunity (Suliman et al., 2012; Šeda et al., 2017). *ZBTB16* is associated with ASD (Bacchelli et al., 2019) and skeletal defects, genital hypoplasia, and mental retardation (SGYMR) (Wieczorek et al., 2002; Fischer et al., 2008). *Zbtb16* KO mice displayed ASD-like behaviors such as social impairment and increased repetitive behaviors as well as cognitive impairment (Usui et al., 2021a). However, *Zbtb16* KO mice showed antianxiety-like (risk-taking) behaviors (Usui et al., 2021a). Per2 is known as a clock gene of Period family and controls circadian rhythm under the CLOCK/ARNTL regulation (Takahashi, 2017; Rijo-Ferreira and Takahashi, 2019). *PER2* is also associated with ASD (Iossifov et al., 2014; RK et al., 2017), and sleep problem has been reported to coexist in developmental disorders such as ASD (Couturier et al., 2005; Krakowiak et al., 2008; Souders et al., 2009; Mazurek and Sohl, 2016). Moreover, it has been reported that *Per2* expression was altered by social defeat stress (Moravcová et al., 2021). Lrfn2 (SALM1) is known as a synapse adhesion molecule interacting with PSD-95 (Ko et al., 2006). *LRFN2* is associated with ASD (Voineagu et al., 2011), learning disabilities (Thevenon et al., 2016), and antisocial personality disorder (Rautiainen et al., 2016). *Lrfn2* KO mice also displayed ASD-like behaviors such as social withdrawal, decreased vocal communications, increased repetitive behaviors and prepulse inhibition deficits, but not anxiety-like behaviors (Morimura et al., 2017). *Lrfn2* KO mice also displayed synaptic morphological abnormalities in the CA1 hippocampal neurons, resulting LTP enhancement (Morimura et al., 2017). Together, these findings suggest that *Zbtb16*, *Per2*, and *Lrfn2* are the genes involved in sociality.

We acknowledge that our study has several limitations. Since only male mice are used in this study, caution must be taken in interpreting the results of behavioral analysis. In addition, despite the analysis of the effects of environmental factors, the sample size in transcriptome analysis was small and the *p* value in gene expressions was not significant, thus only few genes were identified as DEGs. It is expected that increasing the sample size will lead to the identification of more genes affected by ELS. Furthermore, it is also important to understand the maternal gestational stress as a one of ELS, which is known to affect the brain development and behavior of the offspring. 

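At an unadjusted p under 0.05, the quasi-likelihood test found 558 genes, against 659 that 5% of the 13185 genes tested would give. At p under 0.001 it found 19 genes, 14 of them among the 15 DEGs of the paper, against 13.2 by that reckoning. The count of 558 depended on control mouse 3: without this mouse it was 1544 of 13212 genes. Without any other single mouse it ran from 367 to 550, and with the covariate for striatal marker genes it was 954. Power was estimated on counts simulated from the means and library sizes of these mice, with dispersions drawn at random around the edgeR trend. In each simulation 200 genes were changed, and calls were made at an adjusted p under 0.05. Each gene was drawn independently, so differences between mice that many genes share were left out. The shares below hold for such counts and may overstate the power with these mice. For a log2 change of 0.5, the quasi-likelihood test recovered 57.7% of the changed genes and DESeq2 68.8%. For a log2 change of 0.8 the shares were 89.7% and 91.5%, and for 0.3 they were 0% and 17.5%. Of the genes called in these simulations at 0.5, 5.21% were unchanged with the quasi-likelihood test and 16.6% with DESeq2. At 0.3, 25% of the DESeq2 calls were unchanged genes, and the quasi-likelihood test made no call. With no gene changed, DESeq2 called 8 genes and the quasi-likelihood test 0.333 genes on average over 3 simulations. The simulated dispersions followed the model that edgeR assumes, which could favour its test. These shares therefore do not tell which test erred on the real counts.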

Previous studies have reported that maternal gestational stress has an epigenetic alteration on offspring gene expression as well as impairments of motor and cognitive development, immune system, and adaptation to stress (Wadhwa et al., 2001; Kingston et al., 2012; Argyraki et al., 2019).

In conclusion, our results demonstrate that ELS impacts adolescent social behaviors, anxiety-like behaviors, and PFC characteristics in mice. Our study suggests that ELS causes the alterations in the cytoarchitecture and transcriptome of PFC, leading to social impairments and increased anxiety-like behaviors in adolescents.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Early Life Stress Alters Gene Expression and Cytoarchitecture in the Prefrontal Cortex Leading to Social Impairment and Increased Anxiety
**Source:** Front Genet. 2021 Nov 2;12:754198. doi: 10.3389/fgene.2021.754198
**Supplement:** Supplementary file 3

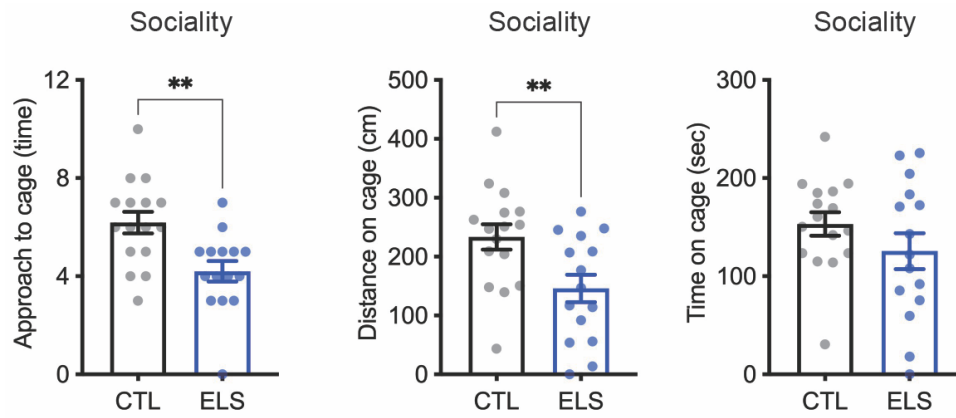

### Supplementary Figure S1. An impairment of sociality in ELS mice.

Quantifications of three-chamber social interaction test results. The numbers of approaches, distance, and time were shown during the 2nd trial (sociability behavior) of three-chamber social interaction test (3CSI). Sociability was impaired in adolescent ELS mice. CTL was shown in black, and the ELS was shown in blue. Data are presented as means ( $\pm$ SEM). Asterisk indicates  $**P < 0.01$ , unpaired  $t$ -test,  $n = 15-16$ /condition for 3CSI.

How the deposited data were processed for this re-analysis (not part of the article)

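RNA from the PFC of 3 control and 3 ELS mice was sequenced, with 1 library per mouse. The authors trimmed reads with Trimmomatic, aligned them to mm10 with STAR 2.5.2b and counted uniquely mapped reads with HTSeq; they deposited raw counts per gene symbol, not normalized and not pooled. The table holds 22000 symbols. Of these, 27 had been turned into dates, and 2 were listed more than once and kept as separate genes. The symbols were matched to GENCODE M21 on GRCm38, with 89.2% of symbols found. The paper's text does not give the annotation release or the strand setting of the counting. The ELS columns are named for social isolation and were matched to the ELS mice by that term and their number.

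Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in all mice of a group were kept (13185 genes). TMM factors were computed, and a negative binomial quasi-likelihood model with condition as its only term was fitted. Standard errors were derived from the F statistic. P-values were adjusted by the Benjamini-Hochberg method. CPM values are TMM-scaled, and spreads are SDs over 3 mice. Total counts ran from 28405795 to 35241743 per mouse. Counting error is small for most genes at this depth, and the 3 mice per group limit the precision. Mice of the same group differed by more than sampling noise, with a chi-square per degree of freedom of 6.39 or more for each pair, so no library was counted as a repeat of another.

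Separation of profiles was tested by exact permutation over the 10 splits of the mice. Gene sets written by hand, after the paper's tables had been read, were tested with camera in limma, with the 15 DEGs of the paper taken out. Replicate numbers are shared between the groups in the labels, which name different animals. The genes named are the 15 DEGs, the genes of the stained proteins (Rbfox3 and Aif1), genes past both thresholds, members of reported sets, and genes whose call differed from the paper's. Plin4, Egr1, Zfp36, Sik1 and Eps8l1, and the p of 0.001 used to pick the first 4, were chosen after the values were seen. A further gene at that p is not reported here.

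The alternatives were other tests (DESeq2, likelihood ratio, limma-voom, robust fit), other normalizations, other gene filters, a replicate block, and leaving out each mouse. These, the mapping of samples and the designs were fixed before the data were examined. A striatal covariate, thinned counts and DESeq2 on genes with at least 1 CPM in every mouse were added later. The tests were checked on simulated counts with 200 changed genes among 13185, each gene drawn independently with a dispersion around the edgeR trend. The paper's enrichment of GO terms and the SFARI overlap were not recomputed. Its behavioural, histological and qPCR measurements are not analysed here.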

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

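The genes in this part, the test of GC content and length and the thinning of counts were chosen after the data were seen. Plin4, Egr1, Zfp36 and Sik1, which the paper does not discuss, had an unadjusted p under 0.001 in edgeR's quasi-likelihood test and groups that did not overlap. All 4 were lower in ELS mice. Chance alone would give 13.2 genes at this p among the 13185 tested, and 19 were seen in all. The log2 fold changes were -1.74 for Plin4, -0.70 for Egr1, -0.87 for Zfp36 and -0.50 for Sik1. Their adjusted p in edgeR's quasi-likelihood test was 0.322, 0.322, 0.322 and 0.488, so none passed the correction. In all 4, every ELS mouse was below every control mouse. Plin4 lies near the detection filter, with 2.15 ± 0.856 CPM in control mice and 0.633 ± 0.126 CPM in ELS mice (SD, n = 3 each). Over the alternatives, the adjusted p of Plin4 ran from 0.000119 to 0.999, that of Egr1 from 0.00144 to 0.999, that of Zfp36 from 0.00284 to 0.999 and that of Sik1 from 0.0181 to 0.999. DESeq2 called Plin4 and Zfp36, and the edgeR likelihood ratio test called all 4. Egr1 was also called with the replicate block, without control mouse 3 and with the striatal covariate, and Plin4 with that covariate.

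A trend of fold changes on GC content and gene length was taken off, and the remaining log2 fold changes of these 4 genes were at least 4.31 standard errors from 0. The trend moved these values little, and genes picked for a small p could hardly have come near 0, so GC content and length are not ruled out. Thinning every library to the smallest left at least 93.4% of each fold change; a reduction of this size could hardly have removed it, so it does not rule out depth. As many genes at p under 0.001 arose in 2 of the 10 splits of the 6 mice, the real one included, and with 10 splits the share cannot fall under 0.1. The other split put control mice 1 and 2 with ELS mouse 2, and gave 263 such genes. Among the 4 splits that part all 3 same-numbered mice, 1 gave as many, the real one; the other 6 splits part 1 same-numbered pair. The lower level of these genes in ELS mice cannot be told apart from chance differences between mice, or from effects of depth, GC content or length.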

How the results depend on the processing

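The number of DEGs depended on the test. It was 2 with the quasi-likelihood fit and stayed at 2 with limma-voom, the robust fit, DESeq2 size factors in edgeR, upper-quartile normalization, filterByExpr, at least 10 counts in every mouse, no fold change threshold, and an adjusted p under 0.1. It was 18 with DESeq2 by default and 18 without its independent and Cook filters, 28 with the edgeR likelihood ratio test, and 4 with all genes that had at least 1 read. Across the fits that each left out one mouse it ran from 1 to 29. The fit without control mouse 3 gave the 29, and the cause was not tested. Of the paper's 15 DEGs, 2 passed in the quasi-likelihood fit, 15 with either DESeq2 setting, 15 with the likelihood ratio test, 4 with all genes that had a read, and from 1 to 11 with a mouse left out. Alternatives chosen after seeing the data gave 30 DEGs, with all 15 among them, when a striatal score was a covariate, and 17, again with all 15, for DESeq2 on genes with at least 1 CPM in every mouse. Thinned counts gave 2. Zbtb16 passed in every alternative, while Banp did not pass in 5 of the 6 fits with a mouse left out. The log2 fold changes of the 15 genes kept their direction in every alternative. As the groups did not overlap in these genes, leaving out a mouse could hardly have reversed a direction, so this does not show stability.

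With replicate number as a replicate block, 7 genes were called, 6 of them among the 15; the other was Egr1. The deviations of same-numbered mice had correlations of -0.164, 0.258 and -0.036 for numbers 1 to 3, with a mean of 0.0197. With 3 pairs of differing sign, this does not settle whether the numbers pair the mice. The pair-centred distance difference was 2.46, and 3 of the 4 splits within pairs gave one at least as large (exact permutation test, p = 0.75), and no gene set passed in the replicate block fit.

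The difference in distance between and within groups was 0.33. It reversed to -4.37e-05 with 1 minus Spearman correlation, and ran from -1.02 to 2.48 across the fits that each left out one mouse; it was below 0 without any one of the ELS mice. The other settings kept its direction. For the pair-centred setting this lends no support, because centring makes the mice of each pair opposites and pushes the difference above 0. No p could fall below 0.1 with 3 against 3 mice.

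None of the 13 gene sets passed an adjusted p under 0.05, and 3 had an unadjusted p under 0.05. With a preset inter-gene correlation of 0.01, 8 sets passed, and with all members, the 15 DEGs included, 3 passed. The estimated correlations ran from -0.201 for choroid plexus to 0.961 for striatum and were 0.0525 for Per-phase clock genes; all 3 of these sets passed with the preset value, and the cause was not tested. The directions of small effects were unsettled. The log2 fold change of Rbfox3 turned positive with upper-quartile normalization (0.0031), with the striatal covariate (0.0435), and in 3 fits with a mouse left out, which ran from -0.067 to 0.068. That of Aif1 ran from -0.022 to 0.241, below 0 without ELS mouse 2. Median fold changes of sets also reversed in fits with a mouse left out. They ran from -0.060 to 0.020 for neurons, from -0.043 to 0.038 for astrocytes, from -0.081 to 0.069 for oligodendrocytes, from -0.132 to 0.540 for striatum and from -0.216 to 0.265 for blood.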

Differences from the paper's values

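The paper reports 15 DEGs, and edgeR's quasi-likelihood test called 2. Of the alternatives set before the data were examined, DESeq2 with default settings and DESeq2 without its filters gave 18 each, within 1.5 times the paper's number, and both called all 15 of the paper's genes. The edgeR likelihood ratio test called 28, the 15 among them. The other planned settings gave between 1 and 7 genes, except for 29 without control mouse 3. Of the paper's genes not called by the quasi-likelihood test, Hif3a and Npas4 were called with all genes that had a read, Hif3a, Per2, Fos and Npas4 with the replicate block, and Hif3a, Nr4a1, Per2, Fos, Tsc22d3, Mcf2l, Osbpl3, Lrfn2 and Npas4 without control mouse 3. DESeq2 on genes with at least 1 CPM in every mouse gave 17, and the striatal covariate gave 30; both included the paper's 15 genes, and both settings were chosen after seeing the values.

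DESeq2 also called Plin4, Zfp36 and Eps8l1, which are not among the paper's DEGs.

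The paper states that transcriptome profiles of the groups were separated. Over all genes tested, the between-group distance exceeded the within-group distance by 0.33, a value reached by 5 of the 10 splits of the mice.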

Other observations

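The tests of the first component, of GC content and length, of the clock phase and of the genes missing from the paper's table were chosen after the results were seen, and the striatal covariate and the thinning of counts were added after the data were seen.

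The first principal component divided control mice 1 and 2 and ELS mouse 2, with negative scores, from control mouse 3 and ELS mice 1 and 3. Among its strongest loadings were marker genes of the striatum, from a hand-written set of which 9 genes were tested. Adora2a ranked 2 and Drd2 ranked 3 of the 13185 genes by absolute loading. Adora2a stood at 17.8 CPM in control mouse 3 and 18.8 CPM in ELS mouse 1, against 5.04 and 5.17 CPM in control mice 1 and 2. ELS mice 2 and 3 lay between these, at 6.98 and 10.1 CPM. Their mean striatal levels, 4.55 and 4.66, were close although the component put them on different sides. The median absolute loading of the 9 genes was 2.70 times the largest among 10000 random sets matched on expression. The comparison was made after these genes had been seen among the strongest loadings, and random sets do not vary together as these 9 genes do (estimated correlation 0.961), so the value describes the component and does not tell its source. A candidate explanation is that different amounts of striatal tissue were taken along with the PFC; differences in these genes within the PFC are another, and the 2 cannot be told apart here.

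The split that puts control mice 1 and 2 with ELS mouse 2 gave 118 genes past both thresholds, against 2 for the real split, and 113 against 18 with DESeq2. In both cases 2 of the 10 splits gave as many genes as the real one, the real one included, and the share cannot fall under 0.1. Among the 4 splits that part all 3 same-numbered mice, only the real one gave as many; the other 6 part 1 pair. With the mean striatal level as a covariate, the log2 fold changes of the 15 DEGs moved by at most 0.901 standard errors, with a median of 0.235. After the GC and length trend was taken off, they lay at least 4.08 standard errors from 0, and thinning to the smallest library kept at least 93.7% of each fold change. The striatal level overlapped between the groups, at 5.27 in control mouse 3 against 4.55 and 4.66 in ELS mice 2 and 3. The groups did not overlap in any of the 15 genes. These values argue against the striatal level as the sole source of the changes in these 15 genes. For genes called on these mice the other checks were unlikely to fail, so GC content, length and depth are not ruled out.

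Genes chosen for a small p separate almost any split of these mice. When the genes with an unadjusted p under 0.05 were taken for each split in turn, every mouse lay nearest to a mouse of its own group in 8 of the 10 splits. By construction such genes lean this way, so genes chosen by their p for a split cannot tell the real split from the others. The 500 most variable genes, chosen without the groups, put the real split first of the 10 by the difference in distance, at 0.92 (exact permutation test, p = 0.1, the smallest this design allows). Which genes the heatmap in Fig. 5A shows is not stated in the paper's text.

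Outside the 15 DEGs, 9 of 9 Per-phase clock genes were lower in ELS mice (median log2 fold change -0.19, camera adjusted p = 0.101 over 13 sets), as were 18 of 21 immediate early genes (median -0.34, camera adjusted p = 0.112) and 13 of 14 glucocorticoid response genes (median -0.24, camera adjusted p = 0.132). None passed the correction, and the sets were written after the paper's gene table had been read. With each mouse left out in turn, the median ran from -0.216 to -0.163 for Per-phase genes and from -0.363 to -0.213 for immediate early genes. For glucocorticoid response genes it ran from -0.263 to -0.085, the last without control mouse 3. In 1 of the 10 splits, the real one, the median change was as large for each of the 3 sets, and in 1 of the 10 splits as many sets had an unadjusted p under 0.05. At an adjusted p under 0.05 no set passed in the real split, and 1 set passed in the split that puts control mouse 1 with ELS mice 1 and 3. The counts of 1 are the smallest this design allows, and chance differences between mice remain possible. If the time of day at dissection had differed between groups, genes of the opposite phase might be higher in ELS mice; the 6 Arntl-phase genes had a median log2 fold change of -0.066, which does not settle it. The paper's text does not give the time of dissection by group.

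The paper reports fewer NeuN+ neurons and more Iba1+ microglia in the PFC of ELS mice, and its text does not say whether these were the sequenced mice. In the RNA, Rbfox3, which encodes NeuN, had 276 ± 21.3 CPM in control mice and 275 ± 26.3 CPM in ELS mice (SD, n = 3 each). Aif1, which encodes Iba1, had 6.70 ± 1.11 and 7.22 ± 1.08 CPM. The log2 fold changes in edgeR's quasi-likelihood test were -0.0073 (standard error 0.084) for Rbfox3 and 0.11 (standard error 0.16) for Aif1. The paper calls both changes in cell number slight. With standard errors of this size on relative RNA levels, these values neither show nor exclude slight changes in cell number. The 15 neuronal markers had a median log2 fold change of -0.0073 (camera adjusted p = 0.883), and 14 of 15 microglial markers were higher, with a median of 0.10 (camera adjusted p = 0.412). With each mouse left out in turn, the microglial median ran from 0.042 to 0.106. It was lowest without control mouse 2, where 5 of the 15 markers were lower in ELS mice.

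The adjusted and raw p-values of the paper's Supplementary Table S1 imply 12566 genes tested, against 13185 with the filter used here. Of 1882 genes whose fold change would place them within the rows read, 215 were not listed. If the paper's filter depended on gene length, missing genes might be longer than listed genes of similar count. The missing gene was the longer one in a share of 0.576 of such pairs, and the median length was 4216 bases for missing genes and 3405.5 bases for listed genes. The missing gene had more counts per base in a share of 0.365 of such pairs. In addition, 35 listed genes fell below the CPM filter, with a median length of 2287 bases. These values lean the way a filter on length predicts, and they do not settle it.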
